A study of Mus musculus with 12 samples. Its data were reported in "Resf1 is a compound G4 quadruplex-associated tumor suppressor for triple negative breast cancer" (2024).

How the data were processed

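RNA sequencing was performed on 6DT1 cells, a mouse mammary cancer line derived from a MMTV-Myc tumor, after CRISPR-Cas9 editing of Resf1, the gene of the retroelement silencing factor 1 protein. Per the labels, the 12 libraries fall into 4 groups of 3: a control guide (sgControl) and 3 guides against Resf1 (sg1, sg2 and sg3). Per the labels, RNA was taken from dishes seeded in triplicate and made into stranded total RNA libraries, to which ribosomal RNA can contribute reads. The same labels describe the knockdown of the gene in human cells, which is not the treatment of these lines, so their protocol may not hold throughout. The study's methods describe the edited lines as grown from single cells. The 3 libraries of a group are therefore dishes of 1 line, their spread is that of culture and library preparation, and a guide cannot be separated from the line that carries it.

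The values deposited by the authors are a normalized signal per gene: estimated gene counts divided by 1 size factor per library. This was read from the values. Under 100 estimated reads, between 79.2% and 84.6% of the values in a library were whole multiples of 1 step to within 0.05 reads, where 10.0% would fall there by chance, and the remainder was fractional as an estimate that splits shared reads gives. Whole reads could not be recovered, and the values were not treated as counts. For its human libraries the study states alignment with STAR in Partek Flow, normalization by median ratio and a count-based test at an FDR of at most 0.05. The mouse genome build, annotation and counting method are not stated. No column lacked a sample. Such processing can affect the measurements in several ways: a size factor moves every gene of a library together, reads shared by pseudogenes or paralogs can move between their copies, and a gene list limited beforehand leaves no unchanged genes with which to check the scaling.

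The deposited table held 982 genes, of which 972 matched a symbol in the mouse GENCODE tables (release M21, assembly GRCm38) and 10 did not. Those 972 genes also had a transcript length, GC content and chromosome there, taken from the longest transcript. The authors' build may be another, so no coordinates were used beyond the order of genes and which genes neighbour each other. By that annotation 902 genes were protein coding. Resf1 was not analysed here, so the labels could not be checked on the targeted gene. The sums of the table were 2069298 to 2713951 per library. The step of each library gave size factors of 0.859 to 1.15 and 1917503 to 2780705 estimated reads in these genes. These sums cover part of a library and are not its depth, which is unknown here. A group was taken as at the floor where each of its libraries had at most 3 estimated reads, and folds against it were written as bounds that cover counting error only.

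The design fixed before the data were examined named a quasi-likelihood count model with TMM scaling and a low-count filter. Because the values are not counts, limma (version 3.58.1, R 4.3.3) was used in its place on log2(value + 1), with lmFit, an intensity trend of the spread and robust empirical Bayes estimates. All 12 libraries and 4 groups entered 1 fit, without a filter and with the authors' scaling. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. Contrasts were each guide against sgControl, the mean of the 3 guides against sgControl, and the equality of the 3 guides. Each guide against the mean of the other guides was added. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 982 genes, with a threshold of 0.05, which does not cover genes outside the table. Gene lists written before the data were examined were cytosolic ribosomal proteins, MYC targets, epithelial markers, mesenchymal markers, interferon-stimulated genes and genes the study examined. The first 5 were tested with limma's camera at a preset inter-gene correlation of 0.01 where at least 5 members were in the table, with adjustment over 16 tests. The background was the table itself.

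The genes named below follow a rule set beforehand: the 5 largest rises and 5 largest falls in the mean of the guides among genes past the threshold there and in the same direction with each guide, the 2 genes with the smallest p-value among guides, and genes of the study's list past the threshold. Not every gene picked by the rule is reported. Other named genes were chosen after their values were seen. The replicate numbers were checked for pairing by the correlation of deviations from the group means. All 3 same-number pairs passed 0.1 for sgControl with sg1 (0.20 to 0.24) and with sg2 (0.12 to 0.16), and none did with sg3 (-0.08 to -0.00383). Over all groups 11 of 18 same-number pairs and 3 of 36 others did. Deviations within a group cancel, so the lower values of the others follow from the same-number ones and are no separate evidence. The pairing comes from these correlations alone, as the labels do not say what a number marks. Alternatives covered 4 other scalings, other pseudocounts, a filter at a mean of 50, a constant prior spread, fits of only the compared groups, a replicate block, a test against a 1.2-fold change, the 9 knockout libraries as 1 group, removal of a per-library trend on transcript length and GC content (natural splines of 3 degrees), omission of the genes of chromosome 15, other list tests and omission of each library in turn.

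The fits were tested on simulated data drawn at the real means, spreads and size factors. Of 200 genes changed in all guides, 186 were called in the mean of the guides, all 186 with the right sign, against 4 of 582 unchanged genes. Of 200 genes changed in sg1 alone, 191 were called as differing among guides, against 5 of 782 others. Permutation tests over gene positions used 10000 draws. Figures were drawn with matplotlib 3.10.9.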

Results

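The transcriptome of 6DT1 mouse mammary cancer cells was compared between a control line and 3 lines edited with different guides against Resf1, with 3 libraries per line. The comparison asks which transcripts change when Resf1 is disrupted and whether the guides do so alike. The deposited table held normalized gene counts of 982 genes, with sums of 2069298 to 2299634 in sgControl, 2301831 to 2713951 in sg1, 2409352 to 2640989 in sg2 and 2232030 to 2395491 in sg3. One feature without a symbol, ENSMUSG00000119584, made up 16.1% to 32.9% of these sums. No pair of replicates was a duplicate: the chi-square of their estimated reads over its degrees of freedom was 6.94 or more in each pair. The median standard deviation between replicates on the log2 scale was 0.09 in sgControl, 0.08 in sg1, 0.09 in sg2 and 0.11 in sg3. Resf1 was not analysed here.

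In the mean of the 3 guides against sgControl, all 982 genes had an unadjusted limma p-value under 0.05, and the largest was 0.0412. In the other contrasts the p-values spread wider, with 882 genes under 0.05 for sg1, 642 for sg2, 643 for sg3 and 369 for sg3 against sg2. The table therefore holds genes already chosen on a contrast like the mean of the guides. Its 982 calls in that contrast at an adjusted p-value of at most 0.05, 500 higher and 482 lower, do not count changed genes among all genes, and the adjusted p-values below apply within the table. With the 9 knockout libraries treated as 1 group against the 3 control libraries, 397 genes passed.

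Each guide was then set against sgControl. With limma at an adjusted p-value of at most 0.05, sg1 had 876 genes past the threshold (492 higher, 384 lower), sg2 had 586 (297 higher, 289 lower) and sg3 had 588 (260 higher, 328 lower). The test against a 1.2-fold change moved these counts most, to 511, 221 and 195. The 3 libraries of sg1 lay entirely above or below the 3 control libraries for 880 genes, those of sg2 for 668 and those of sg3 for 593, where chance gives 10% of genes. All 9 knockout libraries lay on 1 side of the controls for 303 genes (30.9%), where chance gives 0.909%. These shares are raised by the choice of genes.

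The threshold was passed in the same direction with all 3 guides by 254 genes, 138 higher and 116 lower. This count fell to 153 when sgControl replicate 1 was left out and to 44 in the test against a 1.2-fold change. The split by direction depended on the scaling: 54.3% of the shared genes were higher with the authors' size factors, 31.9% of 282 after a median-of-ratios scaling over the deposited genes and 13.2% of 295 after scaling to the table total. Exactly 1 guide called 231 genes, of which 210 were called with sg1 alone. The direction was the same with all 3 guides, called or not, for 728 genes (74.1%), and 94 genes were called higher with one guide and lower with another.

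The changes in the mean of the guides were mostly small, and opposite changes of single lines cancel in this mean. Its median absolute log2 fold change was 0.32, a fold of 1.25. No gene had a fold under 1.08, which the choice of genes on such a contrast favours. The fold was under 1.2 for 377 genes (38.4%), from 1.2 to 1.5 for 352 (35.8%) and over 1.5 for 253 (25.8%), of which 123 exceeded 2. Scaling to the table total moved the share from 1.2 to 1.5 most, to 58.2% of the 705 genes then called. The median fold over the table was 1.39 with sg1, 1.18 with sg2 and 1.18 with sg3. Folds over 1.5 made up 40.8%, 23.3% and 22.2% of genes with sg1, sg2 and sg3. Folds under 1.2 made up 20.6%, 54.4% and 54.3%.

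The equality of the 3 guides was tested directly. Of the 982 genes, 739 differed among the guides at an adjusted p-value of at most 0.05 (limma), and between 647 and 811 did so over the 13 alternatives. Against the mean of the other guides, sg1 differed for 698 genes (441 higher, 257 lower), sg2 for 521 and sg3 for 539. Of the 254 genes shared by all guides, 122 differed in size among the guides and 132 did not.

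Log2 fold changes across the 982 genes, which are not independent replicates, had a Pearson correlation of 0.35 between sg1 and sg2, 0.32 between sg1 and sg3 and 0.47 between sg2 and sg3 (Spearman 0.52, 0.50 and 0.64). The guides share their control libraries, and the genes were chosen on the mean of the guides. Simulated unchanged guides against common controls gave a median correlation of 0.49 between sg1 and sg2 without a choice of genes and 0.85 with it. The observed Pearson correlations lay below both simulated values for each pair of guides. The simulated guides hold no changes of single lines, which lower a correlation. The comparison therefore cannot show that the guides agree less than unchanged guides would. The filter at a mean of 50 moved the correlations most, to 0.26, 0.23 and 0.42.

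**Figure D1:**
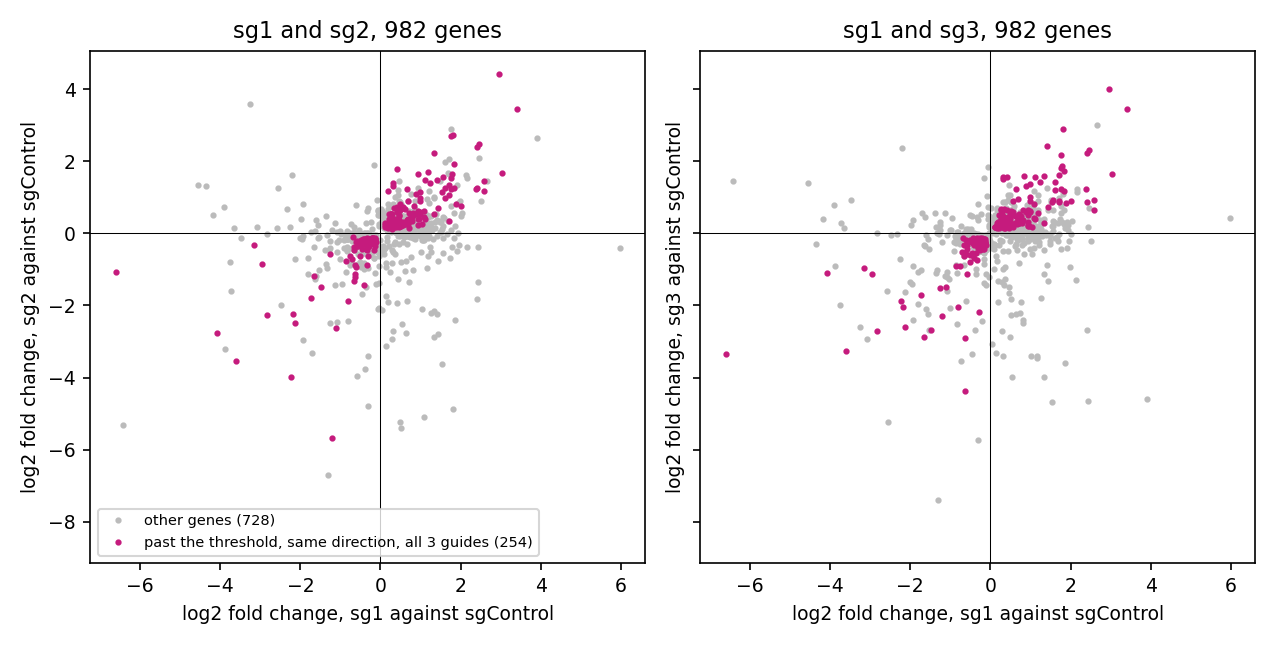
Each point is 1 of the 982 deposited genes, with its log2 fold change against sgControl for sg1 on the horizontal axis and for sg2 (left) or sg3 (right) on the vertical axis. The 254 genes past the threshold in the same direction with all 3 guides are coloured, and points off the diagonal quadrants are genes that moved in opposite directions.

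Among genes shared by all guides, 3 of the 5 largest rises had nearly equal sizes in the 3 lines. ENSMUSG00000121069, which has no symbol here, rose from 223.2 ± 37.8 normalized counts in sgControl (SD, n = 3) to 2355 ± 86.1 in sg1, 2444 ± 356 in sg2 and 2432 ± 78.2 in sg3, a mean log2 fold change of 3.44 (SE 0.09, limma adjusted p 8.07e-15). Gm20186, a long noncoding RNA (ENSMUSG00000106874), rose from 332.6 ± 37.8 to 1750 ± 63.0, 1751 ± 55.9 and 1565 ± 71.0 (SD, n = 3), a mean log2 fold change of 2.34 (SE 0.06, limma adjusted p 3.09e-15). The pseudogene Gm9973 (ENSMUSG00000113175) rose from 4.48 ± 4.01 to 23.6 ± 2.48, 24.2 ± 4.76 and 21.6 ± 5.53. Its estimated reads were whole to within 0.05 in all 12 libraries, which gives no sign of reads split with a copy elsewhere. The adjusted p-values of these genes among the guides were 0.899, 0.0746 and 0.925 (limma). Gm28187 (ENSMUSG00000099375), a long noncoding RNA, rose from 28.9 ± 8.58 to 229.4 ± 49.5, 627.0 ± 117 and 471.7 ± 72.8, the largest mean log2 fold change of the rises at 3.80 (limma adjusted p 5.48e-11). Gm10401 (ENSMUSG00000072693) had at most 3 estimated reads in each control library and mostly fractional values, so it is uncertain. Its means with sg2 and sg3, 10.8 and 12.3, were at least 3.65-fold and 4.18-fold higher. With sg1 the values were 12.1, 6.82 and 1.14, the last within the range of the controls, and no fold is given.

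Most falls reported here differed more between lines. Slc16a3 (ENSMUSG00000025161) did not, with 441.6 ± 27.5 in sgControl (SD, n = 3) and 35.7 ± 7.55, 38.6 ± 13.1 and 45.5 ± 11.4 in sg1, sg2 and sg3, a mean log2 fold change of -3.47 (SE 0.19, limma adjusted p 1.08e-10; adjusted p among guides 0.372). Its low values were fractional, so part of its reads were assigned by estimate. Hist1h1a (ENSMUSG00000049539), of the multigene histone family, fell from 968.1 ± 30.1 to 420.7 ± 19.1, 18.4 ± 5.92 and 197.5 ± 32.6. The values of 3830417A13Rik (ENSMUSG00000031179) were 112.7 ± 16.4 in sgControl and 23.02 ± 3.21, 6.61 ± 3.03 and 30.3 ± 6.22 in the guides, and those of Setbp1 (ENSMUSG00000024548) were 175.2 ± 35.2 and 9.93 ± 4.47, 25.04 ± 5.85 and 80.2 ± 7.15. Mean log2 fold changes of these 3 genes ran from -3.06 to -2.65, each past the threshold, and each of the 3 also differed among guides (limma adjusted p at most 1.28e-05). The rises and falls named here kept their direction and call under every alternative in which they were tested.

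**Figure D2:**
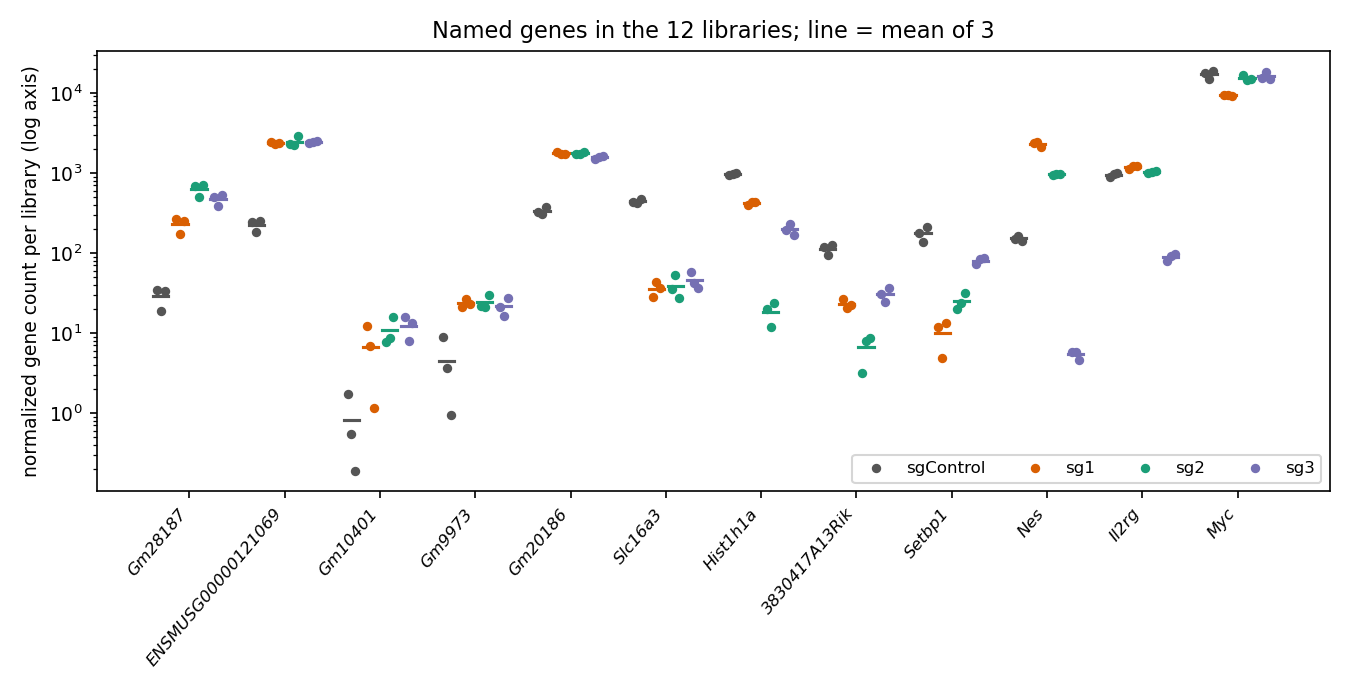
Normalized gene counts of the named genes in the 12 libraries on a log axis, with a point per library and a line at the mean of the 3 libraries of a group. ENSMUSG00000121069, Gm20186 and Slc16a3 sit at similar levels in the 3 guide lines, whereas Nes and Il2rg separate sg3 from the other lines.

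The smallest p-values among the guides belonged to Nes and Il2rg. Nes (ENSMUSG00000004891) had 151.6 ± 9.70 normalized counts in sgControl (SD, n = 3), 2293 ± 191 in sg1, 958.5 ± 22.9 in sg2 and 5.39 ± 0.714 in sg3 (limma adjusted p among guides 3.81e-20). Il2rg (ENSMUSG00000031304) had 953.8 ± 60.1, 1192 ± 66.6, 1034 ± 28.9 and 89.2 ± 7.99 in the same groups (limma adjusted p among guides 4.27e-17).

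By the order of genes in the mouse annotation (GENCODE M21, GRCm38), 94 of the 972 placed genes lay on chromosome 15. This chromosome held 9.87% of the deposited protein-coding genes and 3.58% of all annotated ones. Its share of expressed genes is unknown here. In sg1, 91 of the 94 (96.8%) were higher than the mean of sg2 and sg3, with a median log2 difference of 0.61, where 53.4% of genes on other chromosomes were higher. The difference passed the threshold for 85 genes above and 2 below. Against sgControl the median log2 fold change of the 94 genes was 0.62 with sg1, 0.03 with sg2 and 0.00147 with sg3. Of the 210 genes called with sg1 alone, 52 were on chromosome 15. In a permutation test over gene positions, the sg1 median had a two-sided p of 1e-04, the smallest that 10000 draws can give (adjusted over 80 chromosome and line pairs, 0.00267). Without the 94 genes, 793, 560 and 553 genes were called with sg1, sg2 and sg3.

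**Figure D3:**
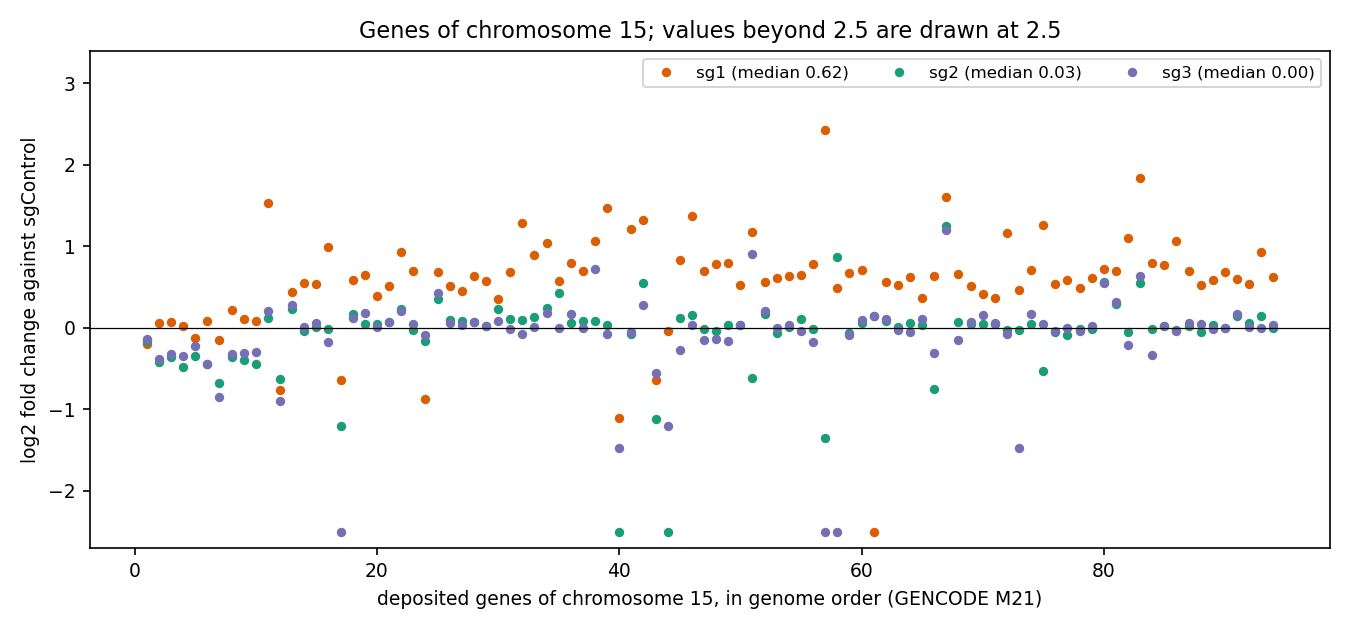
Log2 fold change against sgControl of the 94 deposited genes of chromosome 15 in genome order, with a point per gene and guide; 6 values beyond 2.5 are drawn at the edge. The sg1 points lie above those of sg2 and sg3 along the chromosome, with medians of 0.62, 0.03 and 0.00, and the first 10 genes sit lower in all 3 guides.

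Of the genes the study examined, 1 of 16 was in the table. Myc (ENSMUSG00000022346), the oncogene that drove the tumor of origin, had 17197 ± 1965 normalized counts in sgControl (SD, n = 3), 9341 ± 142 in sg1, 15281 ± 1212 in sg2 and 16159 ± 1641 in sg3. Its log2 fold change was -0.87 with sg1 (limma adjusted p 4.38e-08), -0.17 with sg2 (0.0838) and -0.09 with sg3 (0.343), and it differed among the guides (1.39e-07). In the mean of the guides it was -0.38 (adjusted p 0.000126; 2.86e-05 adjusted over the list alone). The sg2 fall passed the threshold under 3 of the other scalings (lowest log2 fold change -0.37), and the sg3 value changed sign to 0.03 once a trend on length and GC content was removed. Myc lies on chromosome 15, where most genes were higher in sg1, but reads of the MMTV-Myc transgene can be assigned to it and were not separated.

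Gene lists bear on the processes the study followed, and only their deposited members could be compared. In the study, MYC-target pathways were upregulated upon Resf1 depletion, also after knockdown in this cell line, opposite to the direction found below. The treatments differ and only 13 of 57 listed targets were deposited, so this list cannot settle the difference. Ribosomal subunit transcripts were reported as suppressed in knockdown cells. Epithelial-to-mesenchymal programs were reported as suppressed in tumors of Resf1-depleted mice and non-significant in allografts. Of 79 cytosolic ribosomal protein genes, 11 were in the table, and all 11 were lower with each guide under every scaling (median log2 fold change -0.21 in the mean of the guides; camera adjusted p 0.0170). Of 57 MYC targets, 13 were in the table, and all 13 were lower with each guide under every scaling, with medians of -0.40 in sg1, -0.17 in sg2 and -0.19 in sg3. The camera adjusted p of the MYC targets was 0.00246 with sg1, 0.0505 with sg2, 0.0555 with sg3 and 0.0170 in the mean. With a replicate block it was 0.0139 with sg2 and 0.0147 with sg3. With a trend on length and GC content removed it was instead 0.647 with sg2 and 0.735 with sg3, at medians of -0.045 and -0.027. Of 65 mesenchymal markers, 9 were in the table, with 9 higher in sg1, 7 in sg2 and 8 in sg3 (median 0.24 in the mean, camera adjusted p 0.0170); after scaling to the table total 4, 4 and 6 were higher. Its camera adjusted p with sg1 was 0.0555, and 0.0462 with a replicate block. Of 51 interferon-stimulated genes, 5 were in the table, 5 higher with sg1, 2 with sg2 and 3 with sg3 (camera adjusted p 0.836 in the mean). The 12 libraries were also split in 100 ways, the real split included, and tested in the mean of the guides. A p-value as small came up in 20 of 100 for the ribosomal list, 41 for the MYC targets and 2 for the mesenchymal markers. No list passed the threshold with an estimated inter-gene correlation (lowest adjusted p 0.193). Fry kept the calls of the ribosomal, MYC and mesenchymal lists in the mean of the guides. It asks only whether the members of a list change, without a comparison to other genes. The deposited genes were chosen on that mean, so these fry calls add no support. Once a trend on length and GC content was removed, the call in the mean stayed for the ribosomal list (0.0309) and was lost for the MYC targets (0.0782) and the mesenchymal markers (0.0802). With a replicate block as well, the MYC targets kept it (0.0416). Such a trend can be technical or part of the response, which its removal does not separate.

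Of 44 epithelial markers, 4 were in the table, too few for the list test. All 4 were higher than sgControl with sg1 and lower with sg2 and sg3, under each scaling tried, and each differed among the guides. Cgn had log2 fold changes of 1.16, -0.96 and -3.40 with sg1, sg2 and sg3, Krt19 of 0.33, -0.29 and -1.44, Krt8 of 1.10, -0.05 and -0.22, and Krt18 of 0.80, -0.02 and -0.33. The sg2 falls of Krt8 and Krt18 were within the error (limma adjusted p 0.450 and 0.747). Krt8 and Krt18 lie on chromosome 15, Krt19 on chromosome 11 and Cgn on chromosome 3.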

Values the study reported

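The study described the transcript changes that follow RESF1 depletion as mostly between 1.2-fold and 1.5-fold.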

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

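The 6 results below stand out because the guide lines differ from each other in a test of the difference itself. The tests of chromosome 15, of the epithelial markers, of the opposite calls and of the sg1 excess were chosen only after the result was seen, and others written beforehand are named where they were replaced. Each line is 1 clone, so guide, clone and culture cannot be told apart in this design, and differences between clones present before editing stay open as an untested biological explanation.

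The 3 guides target 1 gene, yet 739 of the 982 genes differed among their lines (limma adjusted p of at most 0.05). Random grouping of dishes is argued against: of 100 splits of the 9 knockout libraries into 3 groups of 3, drawn from 280 possible, 1 gave as many genes, the real one, and the highest other count was 538. The authors' scaling as the whole cause is argued against by the 4 other scalings, whose lowest count was 686, and a trend on transcript length and GC content by the 787 genes that passed after its removal. Regional differences between the lines, such as copy number, are a candidate source for part of the genes. Neighbouring deposited genes within 1 Mb shared the sign of the sg1 deviation in 63.0% of 478 pairs against 51.1% with shuffled positions (adjusted permutation p 2.5e-04). For pairs over 1 Mb apart the share was 50.2%. Without chromosome 15 the share was 56.7% in sg1 (adjusted permutation p 0.0108), 55.4% in sg2 (0.0269) and 52.2% in sg3 (0.341). With the length and GC trend removed as well, it stayed at 56.7% in sg1 (0.0108) and was 52.5% in sg2 (0.240), so the sg2 share does not hold there. For the mean of the guides against sgControl the share was 62.8%, 59.4% without chromosome 15 and 59.1% with the trend removed as well (each adjusted permutation p 2.5e-04), against 54.0% for pairs over 1 Mb apart (0.0597). Without chromosome 15 these shares are above those of the guide lines, so regional differences of the control line or a response common to the guides stay open too. Neighbours that share a regulator would give such a pattern too, and no test here separates these.

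Beyond size, 94 genes were called higher with one guide and lower with another, and 15 of them lie on chromosome 15. The authors' scaling as the whole cause is argued against: under the 4 other scalings at least 73 of the 94 kept opposite calls, the fewest with the table total. The length and GC trend is argued against in the same way by the 80 that kept them after its removal. Clone and guide stay open.

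Nes (adjusted p among guides 3.81e-20) and Il2rg (4.27e-17) differed most clearly by the size of the limma p-value. Nes was 15.02-fold higher than sgControl with sg1, 6.29-fold higher with sg2 and 24.0-fold lower with sg3 (log2 fold changes 3.91, 2.65 and -4.58). Il2rg was 10.6-fold lower with sg3 (log2 fold change -3.41), 1.25-fold higher with sg1 (0.32, adjusted p 0.000982) and did not pass the threshold with sg2 (0.12, adjusted p 0.185). In each gene the 3 libraries of sg3 lay below all other libraries. The highest adjusted p over the 13 alternatives was 5.89e-13 for Nes and 7.0e-11 for Il2rg. At 5.39 normalized counts Nes is close to the floor in sg3, which limits the precision of its fold there. These genes were not tested against a mixed or mislabelled sample one by one; the split test above, with 1 of 100 splits as large, argues against exchanged dishes within the knockout lines.

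On chromosome 15, the median deviation of the 94 genes in sg1 from the mean of sg2 and sg3 was 0.61 on the log2 scale (quartiles 0.44 and 0.87), against 0.04 for genes elsewhere. The sg2 and sg3 medians of -0.28 and -0.28 on this chromosome mirror it, and no other chromosome passed the threshold in any line (next, chromosome 16 in sgControl, adjusted permutation p 0.0880). A chance placement of genes is argued against by a permutation p of 1e-04, the smallest that 10000 draws can give. An effect common to the knockout lines is argued against for the chromosome as a whole by the sg2 median of 0.0285 against sgControl, and a length or GC trend by the median of 0.60 after its removal. A candidate explanation that stays open is an extra copy of the chromosome in the sg1 line: 96.8% of the genes lay above the other guides, along all 7 segments tried, with segment medians between 0.46 and 0.91, and 3 copies over 2 would give 0.58. The first 10 genes, Gm7666 to Drosha, are different: sg1 lay near sgControl (median 0.07, 0.0657 before rounding), while sg2 and sg3 lay below it (-0.41 and -0.32). Against the other guides sg1 was higher there too, with a median of 0.46 and 90% of the 10 genes above. A gain in sg1 may meet a fall common to the lines or a departure of the single control line. It may also leave these genes out. These cannot be told apart with 10 genes picked after the values were seen. The deposited genes were chosen on the mean of the guides, which can raise the deviation of a line that was itself part of the choice, so 0.61 is not an estimate of a copy number. Expression alone cannot show copy number, and no DNA was analysed here. Myc lies on this chromosome and was lower with sg1, but reads assigned to it can come from the MMTV-Myc transgene, whose place in the genome is not known here, so it says nothing about the chromosome.

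All 4 deposited epithelial markers differed among the guides, with sg1 above sgControl and sg2 and sg3 below it. For Krt8 and Krt18 the shift of chromosome 15 in sg1 is a candidate explanation, as their deviations lie within those of the chromosome, the higher at its 88.3 percentile. For Cgn and Krt19 it is argued against: both lie on other chromosomes and 2 of these 2 were above the other guides in sg1 past the threshold (Cgn by 3.33, limma adjusted p 2.22e-10; Krt19 with adjusted p 1.73e-08). With 4 of 44 listed markers, the list says little of the epithelial state of the lines.

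The larger count of sg1 was weighed in the same way. Its ratio to the larger of the other counts was 1.49. A first criterion, written before the result was seen, took a ratio within 1.5 as the outcome of a cause and was void, since the ratio met it from the start. By that criterion the 4 other scalings met it, and the length and GC trend, at 1.56, did not. Against a ratio near 1, chosen afterwards, the lowest ratio over the other scalings was 1.28, after removal of the trend it was 1.56, and without chromosome 15 it was 1.42. Scaling may therefore account for a part of the excess but none of these for all of it. The choice of genes on the mean of the guides can raise the count and the median fold of the line that moved this mean most. That was not tested, so the excess does not show that sg1 changed more of the transcriptome. A difference in depth could not be tested directly, since depth is unknown here. The size factors read from the values show no outlying scaling, with 3 of 3 for sg1 within the range of the others. A smaller spread of the sg1 replicates was the outcome its first test looked for: the median standard deviation was 0.0820 in sg1, 0.0876 in sg2 and 0.108 in sg3. The fit, however, takes 1 spread per gene for all groups, and the median fold of sg1 was larger, at 1.39 against 1.18 and 1.18, which a smaller spread does not produce. Of the 10 splits of the 6 libraries of each guide and sgControl, 1 gave as many genes for sg1, 1 for sg2 and 1 for sg3, and 10 splits cannot give a share under 0.1. Of the 10, 4 part all 3 same-number pairs, the real one included, and the other 3 of these gave 0 genes, as did the 6 that part 1 pair.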

How the results depend on the processing

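All 13 alternatives kept the count of genes that differ among the guides within 1.5 times its value (647 to 811). Of 393 fits for the genes picked by the naming rule, 386 kept direction and side of the threshold, 5 brought the sg2 fall of Myc past the threshold and 2 reversed Myc with sg3. Where no cause is given below, the cause was not tested. Pseudocounts, the constant prior spread, the scaling without the most abundant feature, the length and GC trend and the omission of chromosome 15 were chosen after seeing the data. The study's count model and the TMM scaling were not run because the values are not counts, and the fit without a filter is the fit reported.

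The test against a 1.2-fold change asks for more than a difference and gave 511, 221 and 195 genes for sg1, sg2 and sg3, 271 in the mean of the guides, 44 shared and 43 with opposite calls. With the 9 knockout libraries as 1 group, 397 genes passed, since differences among lines enter the spread.

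Scaling moved sizes and directions. The median log2 fold change of sg1 shifted by -0.15 with the median of ratios, -0.14 with the upper quartile, -0.21 with the table total and -0.13 with the total without the most abundant feature; the table total also shifted sg2 by -0.20, sg3 by -0.10 and the mean by -0.17. The percent of called genes with a fold from 1.2 to 1.5 became 45.2, 45.3 and 58.2 with the first 3, and the median absolute log2 fold change 0.45 with the table total. The share of higher genes fell to 31.9%, 29.8% and 13.2% of the shared genes with the first 3, to 38.2% in sg2 with the upper quartile, and with the table total to 45.7% in sg1, 21.9% in sg2, 27.4% in sg3 and 31.6% in the mean. Of the shared genes under the median of ratios, 206 of 282 were also shared with the authors' scaling, 201 of 289 with the upper quartile, 154 of 295 with the table total and 194 of 233 without the most abundant feature. The adjusted p of the MYC targets in sg2 was 0.0386 with the median of ratios, 0.0366 with the upper quartile and 0.0329 without the most abundant feature. With the table total it was 0.0588 for the ribosomal list in sg2, 0.0757 for the mesenchymal list in the mean and 0.0638 in sg3, and the mesenchymal medians reversed in sg1 (0.225, median -0.00168) and sg2 (0.356, median -0.05).

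Among genes with a mean of at least 50, the median absolute log2 fold change was 0.29, the correlations 0.26, 0.23 and 0.42, and the adjusted p 0.0310 and 0.0408 for the MYC targets in sg2 and sg3 and 0.0469 for the mesenchymal list in sg1. Without chromosome 15 the correlation of sg1 and sg2 was 0.37, the MYC targets in sg2 had 0.0487 and the mesenchymal list in sg1 had 0.0365. The MYC targets in sg2 had 0.0278 with only the groups compared and 0.0473 with a pseudocount of 0.1.

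With the length and GC trend removed the median absolute log2 fold change was 0.38, Myc in sg3 reversed to 0.0315, and 138 of 233 shared genes were shared before. The adjusted p was 0.0802 and 0.0782 for the ribosomal list in sg2 and sg3, 0.0782 for the MYC targets in the mean, and 0.0802 and 0.141 for the mesenchymal list in the mean and sg3. With the replicate block as well, the median was 0.37, Myc in sg3 again 0.0315, and the adjusted p 0.0670 and 0.0579 for the ribosomal list in sg2 and sg3, and 0.0859 and 0.172 for the mesenchymal list in the mean and sg3. For the MYC targets in sg2 and sg3 the adjusted p was 0.647 and 0.735 with the trend removed. It was 0.546 and 0.595 with the block as well.

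The replicate numbers pair the dishes of sgControl with those of sg1 and of sg2, but not with those of sg3. Between sg3 and the other guides the same-number correlations ran from -0.064 to 0.192. With a replicate block over all 4 groups the counts were 893, 671 and 661 for sg1, sg2 and sg3, 980 in the mean, 356 shared, 775 among guides and 100 with opposite calls, and 860, 578, 542, 848, 264, 811 and 149 with the trend removed too. The block gave 0.0139 and 0.0147 for the MYC targets in sg2 and sg3 and 0.0462 for the mesenchymal list in sg1, and changed no other call.

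Camera with an estimated correlation gave 0.431 for the ribosomal list in the mean, sg1 and sg3 and 0.501 in sg2, 0.501 for the MYC targets in the mean and 0.431 in sg1, and 0.193 for the mesenchymal list in the mean and sg3. Fry gave 0.0380 and 0.0321 for the MYC targets in sg2 and sg3, 6.27e-08 and 2.17e-05 for the mesenchymal list in sg1 and sg2, and 0.000667 for the interferon list in sg1. Over these alternatives the adjusted p ran from 0.000435 to 0.431 for the ribosomal list in the mean, 0.00214 to 0.501 for the MYC targets and 2.21e-07 to 0.193 for the mesenchymal list. The lowest value of each list came from fry, which the choice of genes favours.

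Over the 12 fits that each left out one replicate, the counts ran from 818 to 889 for sg1, 454 to 612 for sg2, 452 to 622 for sg3, 964 to 982 in the mean, 686 to 745 among guides, 83 to 95 with opposite calls and 153 to 277 shared; the 153 came without sgControl replicate 1. The median absolute log2 fold change ran from 0.31 to 0.33, the percent with a fold from 1.2 to 1.5 from 34.8 to 38.7, and the correlations from 0.34 to 0.36, 0.31 to 0.34 and 0.46 to 0.48. The ribosomal list ran from 0.0115 to 0.0209 in the mean and in sg1, 0.0115 to 0.0232 in sg3 and 0.0195 to 0.0649 in sg2, past the threshold no longer without sgControl replicate 2 (0.0649) or sg2 replicate 3 (0.0604). The MYC targets ran from 0.00529 to 0.0209 in the mean, 0.000861 to 0.00478 in sg1, 0.0173 to 0.118 in sg2 and 0.0188 to 0.126 in sg3. They passed in sg2 without sgControl replicate 3 (0.0173), sg1 replicate 2 (0.0400), sg2 replicate 2 (0.0411), sg3 replicate 1 (0.0443) or sg3 replicate 2 (0.0303), and in sg3 without sgControl replicate 3 (0.0188), sg1 replicate 2 (0.0484) or sg3 replicate 2 (0.0261). The mesenchymal list ran from 0.0154 to 0.0209 in the mean, 0.0499 to 0.0752 in sg1 (0.0499 without sgControl replicate 3), 0.0578 to 0.101 in sg2 and 0.0156 to 0.0227 in sg3. The interferon list ran from 0.678 to 0.894 in the mean, 0.144 to 0.340 in sg1, 0.703 to 0.967 in sg2 and 0.851 to 0.981 in sg3. Myc in sg2 passed without sgControl replicate 2 (-0.26) or sg2 replicate 1 (-0.23). The depth limits genes near 3 estimated reads, where only a bound on the fold is had.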

Other observations

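The tests of the chosen table, of the control line, of other splits for each list, of the MYC targets and of the direction of list members were chosen only after the result was seen. The test of matched medians for the ribosomal list, the test of Lars2 and the simulation of shared controls were written before it.

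All 982 genes had an unadjusted p-value under 0.05 in the mean of the guides, which is what a table limited to genes called in such a contrast would show. For the same reason a low count among splits of the 12 libraries says nothing here, since the genes had been chosen on the real split. Of 100 splits, 1 gave as many genes in the mean of the guides, the real one, and the highest other count was 536. As many shared genes came up in 2 of 100, the real one included, with a highest other count of 358. List p-values as small for all 3 lists past the threshold came up in 1 of 100. Taken one by one, a p-value as small came up in 41 of 100 splits for the MYC targets, 20 of 100 for the ribosomal list and 2 of 100 for the mesenchymal markers. The first 2 of these lists therefore do not stand out from random groupings in the mean of the guides, although mixed groups also carry the differences between lines.

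The guides might seem alike for reasons of design. Simulated unchanged guides, set against common controls and chosen on their mean, had the same sign in all 3 for 98.4% of genes, above the observed 74.1%, so a shared direction is no evidence of a shared effect in this table. The simulation does not reach the observed share of genes with an unadjusted p under 0.05 with all 3 guides and the same sign (11.8% against 31.98%), nor the share that differs among guides (13.05% against 76.6%). A departure of the single control line cannot be told apart from an effect of Resf1 disruption for the 132 shared genes that do not differ among the guides, since each guide is set against that line. ENSMUSG00000121069, Gm20186 and Slc16a3, chosen by the naming rule, are among them.

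Transcript length and GC content may account for the size of the list changes. Log2 fold changes had Spearman correlations of 0.13 with length and -0.20 with GC content across genes in the mean of the guides. In that mean, the median of the ribosomal list lay at the 49.9 percentile of 10000 lists matched on both. That of the MYC targets lay at the 28.02 percentile, so matched genes fell about as far in the mean. This is the outcome the explanation predicts. With sg1 alone the MYC targets lay at the 2.02 percentile, and matched genes fell less far (median -0.40 against -0.20). With sg2 and sg3 they lay at the 16.07 and 22.57 percentiles. The ribosomal list lay at 30.84, 33.44 and 15.28 with sg1, sg2 and sg3. The matched lists were drawn as unrelated genes, so the sg1 percentile adds little on its own. The uniform direction decides nothing: 9 of 10000 matched lists for the ribosomal genes and 0 of 10000 for the MYC targets had every member lower with each guide, but these lists were drawn as unrelated genes, whereas members of a real list can move together. After removal of the trend the ribosomal list kept its call in the mean (camera adjusted p 0.0309) and in sg1 (0.0186) but not in sg2 (0.0802) or sg3 (0.0782), and a replicate block changed none of these calls. The MYC targets kept theirs in sg1 (0.00454). In the mean it was lost without the block (0.0782) and kept with it (0.0416). This call therefore depends on the pairing of dishes, which was not seen between sgControl and sg3. Neither list can be called free of the trend in sg2 and sg3. The study reported GC-rich sequences at the sites associated with human RESF1. A trend on GC content could therefore be technical or part of the response. Neither the matched lists nor removal of the trend can separate these.

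In sg1 the MYC targets lay lower than in the other guide lines: 12 of 13 were lower, 11 past the threshold, with a median of -0.25 (camera adjusted p 0.00276 over 4 lists; fry 0.00544; 0.622 with an estimated correlation). A length or GC trend is argued against by the median of -0.27 and the camera adjusted p of 0.000401 after its removal. The 0.32 percentile among matched lists adds little, since these too were drawn as unrelated genes. Of the other 3 lists, 7 of 11 ribosomal protein genes were lower in sg1 (median -0.02; camera 0.244; fry 0.354), 4 of 9 mesenchymal markers (median 0.12; camera 0.634; fry 6.03e-07) and 0 of 5 interferon-stimulated genes (median 1.73; camera 0.241; fry 6.84e-05). The calls of fry for the last 2 were not shared by camera, with the preset or an estimated correlation. Myc itself fell in sg1 by a log2 fold change of -0.87, and a lower level of Myc in this line may be followed by its targets. That is a hypothesis from the same data, found in 1 clone and not tested further, and reads of the MMTV-Myc transgene were not separated from those of the gene.

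The most abundant feature, ENSMUSG00000119584, varied within groups by log2 deviations of -0.49 to 0.45, and Lars2 followed it. Over the 12 libraries the deviations within groups had a Pearson r of 0.982 (exact permutation p 0.00154 over 1296 arrangements) and a Spearman rho of 0.944 (exact permutation p 0.00231), with r at 0.963 without the 2 farthest libraries; 1 relation was tested. If the libraries were made from total RNA, as the labels state, this is consistent with a varying residue of ribosomal RNA, since part of Lars2 resembles ribosomal sequence, but the identity of the feature was not established here. No biological explanation was tested.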
